A study of Mus musculus with 3 samples. Its data were reported in "VGLL3 is a mechanosensitive protein that promotes cardiac fibrosis through liquid–liquid phase separation" (2023).

How the data were processed

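Gene expression was measured with 1-colour Agilent SurePrint G3 mouse arrays in cardiac myofibroblasts, the contractile, matrix-producing fibroblasts of the injured heart. Per the labels, the cells came from hearts of male mice collected 3 days after permanent ligation of the left anterior descending coronary artery, were left to attach to plastic overnight and were depleted of cells carrying CD45, a surface protein of leukocytes. The 3 groups were adherent cells grown on plastic plates, non-adherent cells moved from the plates into suspension, and re-adherent cells returned from suspension to plates. Each group had 1 array, and the design text describes each RNA sample as a mixture from several hearts, so no spread between biological replicates could be computed. All 3 arrays lay on the same slide and were scanned together per the file headers, so slide and scan were the same for every group. The study's methods describe the states as collected one after another, so total time in culture rose from adherent to re-adherent cells and cannot be told apart from the state, and whether RNA was prepared and labelled in 1 batch is not given.

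The authors' scanner output held spot intensities from Agilent Feature Extraction 10.10.1.1, as background-subtracted and spatially detrended processed signal on a linear scale, with the error the software assigned to each spot and flags for spots well above background, saturated or non-uniform. The deposited matrix of the series held intensity values as well. It was compared with the processed signal spot by spot and equalled that signal times 1 constant per array, 1.52, 1.52 and 1.62 for the adherent, non-adherent and re-adherent arrays. With these constants the mean of each array over non-control spots, after trimming 2% from each end, was 2500 in all 3 arrays. The normalization is not named in the methods of the study, so the processed signal was scaled here by the usual rule for this platform and the authors' values were kept as an alternative.

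Each array held 62976 spots, of which 59305 were not controls. Spots flagged as non-uniform or as population outliers were left out (154, 180 and 175 non-control spots on the adherent, non-adherent and re-adherent arrays), and no non-control spot was saturated. The log2 processed signal was reduced by each array's 75th percentile over non-control spots. Spots of the same probe were averaged: 399 probes were present 10 times, 33 probes 2 times and 55249 probes once. The scanner files named transcripts and not genes. Of 37874 transcript names, 21462 matched a RefSeq accession of the mouse assembly GRCm38.p6 without its version, which gave symbols to 27229 of 55665 probes. The array design was built on an earlier mouse assembly, so no coordinates are given. A probe entered when it was well above background on at least 1 array, and a gene was represented by its probe with the highest mean over the 3 arrays, which left 15394 genes, 4047 of them with more than 1 such probe.

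With 1 array per group, differences between arrays are given on the log2 scale with no p-value. Genes lost in suspension and regained were those over 16-fold lower on the non-adherent than on the adherent array and over 16-fold higher on the re-adherent than on the non-adherent array, which is the rule of the study, and genes gained and lost followed the mirror rule. A probe not well above background on an array has only a bound there. The fold is then written as at least the ratio of the brighter array's normalised signal to the higher of the dim probe's own signal and the lowest signal well above background on the dim array, a bound that depends on the scaling and leaves out the error of the dim signal. The error of a difference combines the software's errors of both spots and covers technical error within arrays only. A second estimate came from the probes present 10 times, over those with at least 5 spots well above background. The precision is limited by the number of arrays.

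Gene sets and a list of genes named in the study were written before the data were examined. A set's median difference is given relative to the median of all genes in the same pair of arrays, a form adopted after the data had been seen, with its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. Counts of members higher or lower are of plain differences, before the all-gene median is subtracted. The percentile describes these arrays only. The correlation between the change into suspension and the change on re-adhesion shares the non-adherent array, so 100 sets of 3 arrays without differences were simulated with the noise of repeated spots. Named genes followed a rule fixed before the data were examined: the genes the study names; among genes past the 16-fold rule and well above background on all 3 arrays, up to 10 in each direction with the largest smaller step; for re-adherent against adherent cells, the 5 largest rises and 5 largest falls among genes well above background on both arrays; and members of the gene sets. Not every gene that meets the rule is named.

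Alternatives fixed before the data were examined were normexp background correction with an offset of 50 followed by the same scaling, quantile normalization, median scaling, no scaling, the authors' processed values, no filter on dim probes or a filter requiring all 3 arrays, the mean of a gene's probes, thresholds of 8-fold and 32-fold, counting probes, raising low signals to each array's lowest signal well above background, keeping outlier spots, and the mean of set members. The normexp step used the median spot signal, since the scanner files held no mean spot signal.

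Several choices were made only after the data had been seen. Set medians were planned as plain differences. They were changed to differences relative to the median of all genes after a first run, in which 95 of 363 set values under the alternatives had moved, against 39 of 363 in the relative form, where 132 of the 363 cannot move because a scaling by 1 factor per array cancels. Scaling by 6 spike-in probes (E1A control transcripts) was added. Counting a gene when any of its probes passed with the authors' values was added too, and is a choice from 24 counting rules that were compared. Leaving out bright patches of the re-adherent array was the last addition. A patch was a place where the median over the 8 nearest spots, of the signal against the higher of the other arrays, lay over 2-fold above the median of all spots. This definition was kept from 20 that were compared with shuffled positions, after another of them had been used in a first run. The limits beyond which a value was taken as moved were, for counts, 1.5 times, set beforehand, and for the rest set after the data had been seen: the technical error for a gene's difference, the SD of the random lists' medians for a set, and the SD over 10 random parts of the genes for a correlation. Second marker lists for macrophages, fibroblasts and endothelial cells, and a list for fat cells, were written after the first results but before the values of their own genes had been seen.

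The calculations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The counting rule was run on simulated arrays of 15394 genes in which 200 genes were lost and regained. All 200 were recovered, and 0 unchanged genes were called. This checks the counting only and gives no error rate for the real arrays. There, 55 of the 124 lost genes were not well above background in suspension, and full recovery in simulation does not show how the rule performs on such dim signals.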

Results

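Expression was compared between cardiac myofibroblasts in 3 states, attached to plastic (adherent), held in suspension (non-adherent) and attached again after suspension (re-adherent), with 1 array per state. The study used this sequence to look for genes that follow the mechanical support of the cells. Of 59305 non-control spots, 34448 (58.1%) were well above background on the adherent array, 35538 (59.9%) on the non-adherent array and 31994 (53.9%) on the re-adherent array. The 75th percentile of the signal, by which the arrays were scaled, was 651, 697 and 541 intensity units, and the lowest signal well above background was 16.7, 14.0 and 18.3 units in the same order. At the level of genes, 14478, 14744 and 13943 of 15394 were well above background.

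No difference given here has a replicate check on the arrays, since each state had a single array, and the errors are technical. Outside the arrays, the study measured mRNA of Vgll3, Acta2, Col1a1 and Col1a2 by qRT-PCR in replicates of the same states. It reports that these fell in suspension and rose again on re-adhesion. Those measurements were not re-analysed here. The software's error of a log2 difference had a median of 0.20 in each pair of arrays, over genes well above background on both arrays. Probes spotted 10 times gave a smaller error of 0.10 for each pair. Among 3483 genes with several probes well above background on all 3 arrays, the SD between probes of the same gene had a median of 0.17 for non-adherent against adherent, 0.18 for re-adherent against non-adherent and 0.11 for re-adherent against adherent. Where a probe changed over 4-fold in suspension, all probes of the gene moved in the same direction for 331 of 344 genes.

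The first question was how far the profile moved in suspension and returned on plastic. Between non-adherent and adherent cells, 822 genes were over 4-fold lower and 1172 over 4-fold higher in suspension. From suspension to re-adhesion, 932 genes fell and 878 rose over 4-fold. Re-adherent and adherent cells differed over 4-fold for 198 lower and 209 higher genes. Of these, only 53 lower and 53 higher genes were well above background on both arrays, so most of these differences involve a dim signal. For suspension, 553 lower and 893 higher genes were well above background on both arrays, and for re-adhesion 584 and 551. At 2-fold the lower and higher counts were 2266 and 2647 for suspension, 2504 and 2399 for re-adhesion, and 754 and 745 for re-adherent against adherent. At 16-fold they were 158 and 84, 133 and 240, and 10 and 61. For re-adherent against adherent, 348 lower and 461 higher genes at 2-fold, and 0 and 2 at 16-fold, were well above background on both arrays. Scaling to the spike-in probes moved the balance most: 1894 genes were then over 2-fold lower and 351 higher on the re-adherent than on the adherent array, because it shifted the median of all genes in that pair from 0.06 to -0.41.

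Levels across the 15394 genes correlated between adherent and re-adherent cells with a Pearson coefficient of 0.977 and a Spearman coefficient of 0.984, against 0.917 and 0.926 between adherent and non-adherent cells. The change into suspension and the change on re-adhesion were inversely correlated across genes, with a Pearson coefficient of -0.859, a Spearman coefficient of -0.866 and a slope of -0.882. Arrays without any difference that share the middle array gave -0.543, -0.525 and -0.531 in simulation. The simulation held spot noise only. It cannot tell a return of the cells from a peculiarity of the single non-adherent array, which would also make both steps inverse. Genes are not independent replicates, and no p-value is attached. The alternative that moved the Pearson coefficient most was the normexp correction, to -0.913. Of 1994 genes that changed over 4-fold in suspension, 1266 (63.5%) changed back over 4-fold, and 1394 (69.9%) lay within 2-fold of the adherent level on the re-adherent array.

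**Figure D1:**
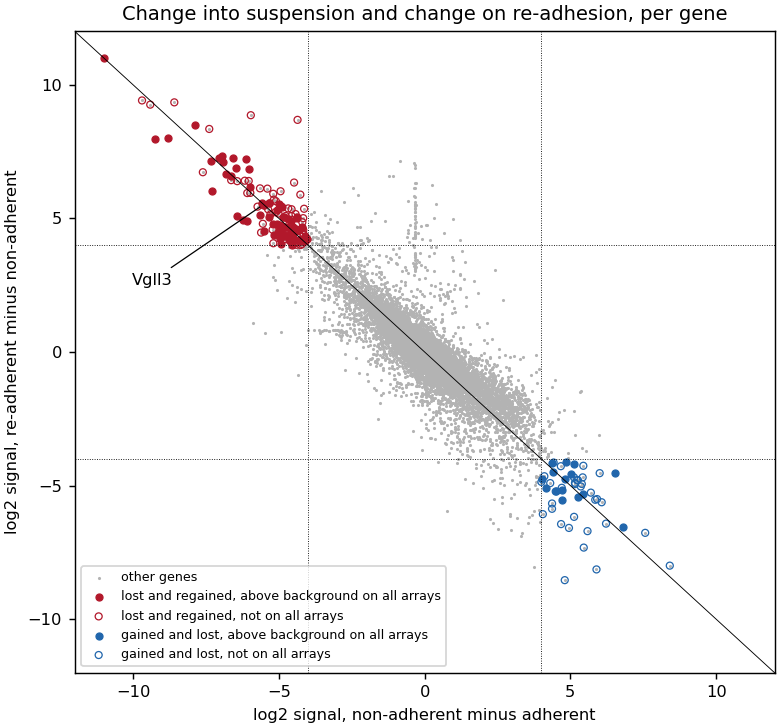
Log2 difference in signal between non-adherent and adherent cells (x axis) and between re-adherent and non-adherent cells (y axis), with each point a gene, dotted lines at 16-fold and the solid line marking a full return. The 124 lost and regained genes (red) and the 49 gained and lost genes (blue) lie in opposite corners, and open circles are genes not well above background on every array.

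The second question concerned genes that were lost in suspension and regained on re-adhesion. By the 16-fold rule on both steps there were 124 such genes, against 49 in the opposite direction. On the non-adherent array 55 of the 124 were not well above background, so their folds rest on bounds, and 85 of the 124 passed with low signals raised to the lowest signal well above background. The normexp correction moved the counts most among the alternatives at this threshold, to 41 lost and 9 gained genes. Counting probes in place of genes gave 175 lost and 73 gained probes, of which 28 and 10 had no symbol. The re-adherent level was within 2-fold of the adherent level for 110 of the 124 lost genes.

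**Figure D2:**
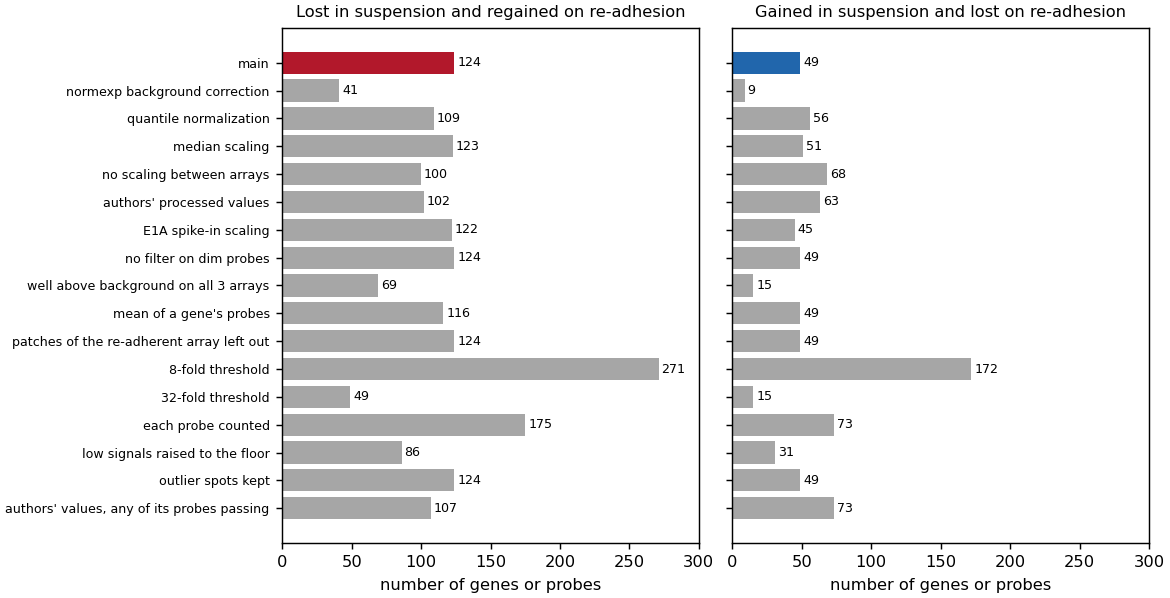
Number of genes (probes where each probe was counted) that passed the rule on both steps, for genes lost and regained (left) and gained and lost (right), with coloured bars for the setting used in the text and grey bars for the alternatives. Lost genes ranged from 41 with the normexp correction to 271 with the 8-fold threshold, and exceeded gained genes under every setting shown.

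Among the 69 lost genes that were well above background on all 3 arrays, those with the largest changes included Ankrd1, Cnn1, Actg2, Slc1a6, Acta1, Ddah1, Scel, Myl9 and Acta2. Ankrd1 fell by 10.98 on the log2 scale in suspension, which is 2026-fold, and ended 0.01 above its adherent level. Myl9 fell by 6.80 and ended at -0.15 against the adherent array, with a technical error of 0.20. Cnn1 and Actg2 ended lower, by -0.81 and -1.28. The actin genes Acta1, Acta2 and Actg2 resemble each other in sequence, and how far each probe binds the transcripts of the others was not tested here.

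In the opposite direction, 15 of the 49 genes were well above background on all 3 arrays. The 10 with the largest changes were Igfbp5, Fosb, Fbln7, Dpt, Ednrb, Krtap11-1, Fndc5, Cd5l, Serpina3n and Strip2. Igfbp5 rose by 6.82 in suspension and fell by 6.56 on re-adhesion. Cd5l rose by 6.52 and remained 1.98 above its adherent level on the re-adherent array.

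Vgll3 encodes vestigial-like family member 3, the transcription cofactor that the study followed, and is read by a single probe for the transcript NM_028572. Its signal was 666 units on the adherent array, 15.2 on the non-adherent array and 534 on the re-adherent array. It was not well above background on the non-adherent array, so with the scaling used adherent cells were at least 46.8-fold and re-adherent cells at least 45.2-fold above non-adherent cells, bounds that leave out the technical error of 0.39 on the log2 scale and are lower under some other settings. The difference between re-adherent and adherent cells, -0.05 on the log2 scale, was smaller than its technical error of 0.20. Over the scalings tried, the log2 difference in suspension lay between -5.82 and -5.45, the difference on re-adhesion between 5.13 and 5.51, and the re-adherent difference from adherent cells between -0.52 and 0.04, while the normexp correction gave -3.12 in suspension and 3.10 on re-adhesion. Of the other family members, Vgll1 was not well above background on any array and Vgll2 only on the non-adherent array. Vgll4 rose by 1.41 in suspension, with an error of 0.20, and fell by 1.02 on re-adhesion, ending 0.39 above the adherent level, or -0.08 with spike-in scaling.

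Acta2, which encodes the myofibroblast marker alpha-smooth muscle actin, fell by 6.64 in suspension and regained 6.57. The collagen genes the study names changed less than Acta2 in suspension and not all in the same direction. Col1a1 and Col1a2 changed by -0.70 and -1.01 in suspension, and their rises of 0.44 and 0.67 on re-adhesion turned to -0.37 and -0.17 after quantile normalization. Col6a1 and Col14a1 rose by 1.45 and 0.65 in suspension and moved by -0.75 and -1.94 on re-adhesion. Postn, which encodes periostin, changed by -0.12 and -0.09, less than its technical error of 0.20, but by up to -0.39 and -0.46 under other scalings, which is more than that error. Of the fibroblast genes, Thy1 fell by 3.50 and ended -0.23 from the adherent level, and Tcf21 fell by 1.75 and ended 0.15 above it, or -0.32 with spike-in scaling. Of genes tied to stem cells, Islr and Nt5e rose by 2.36 and 1.46 in suspension and moved by -3.96 and -1.93 on re-adhesion, and Pou5f1 was not well above background on any array.

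Among genes whose proteins the study links to VGLL3, Tead1 changed most, with -3.72 in suspension and a rise of 3.34 on re-adhesion. Its other probes gave -3.30 and -3.33 in suspension. Yap1 and Itgb1 changed by -1.74 and -1.35 and rose by 1.74 and 1.28 on re-adhesion. Nono, Sfpq, Rbm14 and Tardbp changed by -0.56, -0.86, -0.73 and -0.58 in suspension under the scaling used, and kept that direction under the others. The rise of Tardbp on re-adhesion, 0.31, turned to -0.08 after quantile normalization, and its 3 probes disagreed. Ewsr1 rose by 0.09, and its direction changed with scaling, from -0.17 with the spike-in probes to 0.19 without scaling. The 3 probes of Ddx5 disagreed, with changes of -0.19, 0.57 and 0.01. The long noncoding RNA Neat1 rose by 0.86 in suspension and moved by -2.46 on re-adhesion, ending at -1.60 against its adherent level. The reference gene Gapdh changed by -0.33 in suspension and 0.71 on re-adhesion, and the first of these turned to 0.047 after quantile normalization. Its difference between re-adherent and adherent cells, 0.38, turned to -0.09 with spike-in scaling.

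**Figure D3:**
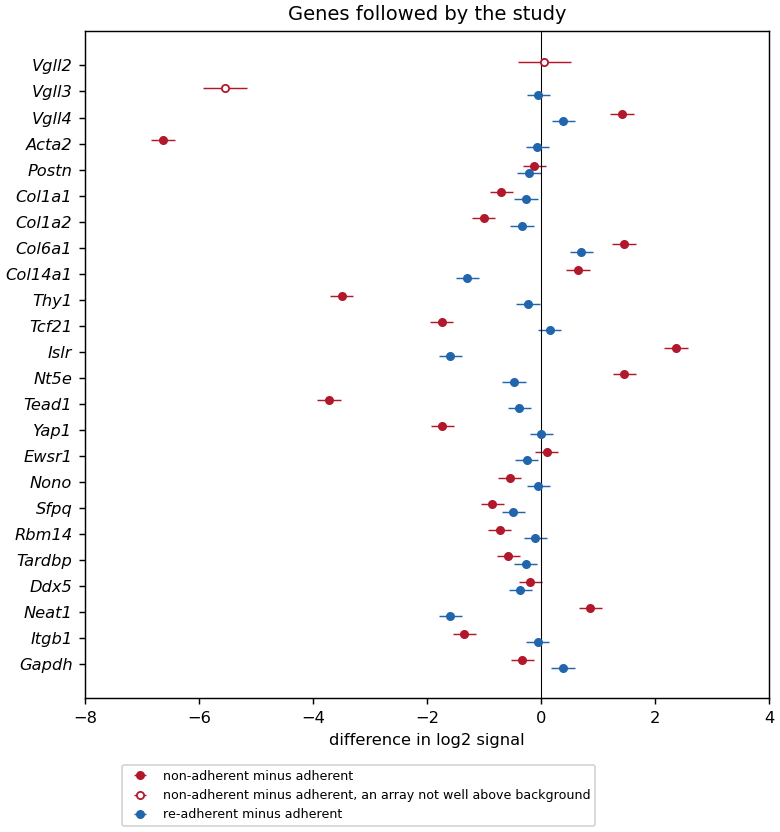
Log2 difference in signal from adherent cells for the genes named in the study, in non-adherent (red) and re-adherent (blue) cells, with bars for the technical error of the difference and open circles where an array was not well above background. Vgll3 (a bound) and Acta2 sit at -5.55 and -6.64 in suspension and at -0.05 and -0.07 after re-adhesion, where both directions flip under another scaling, to 0.04 and 0.02.

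Gene sets asked which programmes moved together. Actin genes and targets of the factors SRF and MRTF had a median of -3.38 in suspension relative to all genes, below all 10000 random lists, and 19 of 19 members fell. On re-adhesion the median was 3.30, above all random lists. Re-adherent cells ended at -0.09 relative to the adherent array, at percentile 0.93, or at -0.32 after quantile normalization. Targets of YAP and TEAD had medians of -1.16 and 1.12 for the same steps, each also beyond all random lists, with 18 of 22 members lower in suspension. In re-adherent against adherent cells the median of these targets was -0.16, at percentile 2.21. The mean of members in place of their median moved the actin set most, to -4.10 and 3.88. Proliferation genes were slightly lower in suspension, with a median of -0.46 at percentile 2.41, and sterol synthesis genes had a median of -0.58 at percentile 1.05. Matrix genes went both ways in suspension, with 8 of 20 higher and 12 lower, and their median of -0.36 lay at percentile 9.14. Their median of 0.32 on re-adhesion turned to -0.19 after quantile normalization. Hypoxia genes, inflammatory secretion genes and reference genes lay at percentiles 64.4, 79.7 and 50.1 in suspension, and the direction of their medians before subtraction of the all-gene median changed with scaling.

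Marker lists of other heart cells were read on the same arrays. Macrophage markers had a median of 2.87 in suspension relative to all genes, above all random lists, with 18 of 18 measured members higher, and a median of -1.82 on re-adhesion. They remained 0.94 above the adherent array in re-adherent cells, again above all random lists. Ptprc, the gene for CD45, was well above background on all 3 arrays and rose by 2.68 in suspension. Endothelial markers had a median of 1.80 in suspension, with 7 of 10 higher and 3 lower, and of -2.06 in re-adherent against adherent cells. In that comparison 3 of the 10 were not well above background on the re-adherent array, and the median before subtraction of the all-gene median was -1.99, or -1.34 with low signals raised to the floor; relative to all genes it was -0.79 over the endothelial markers well above background on all 3 arrays. Cardiomyocyte markers were dim, with 6 of 9 well above background on the adherent array, and their median of 1.06 in suspension lay at percentile 97.1.

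**Figure D4:**
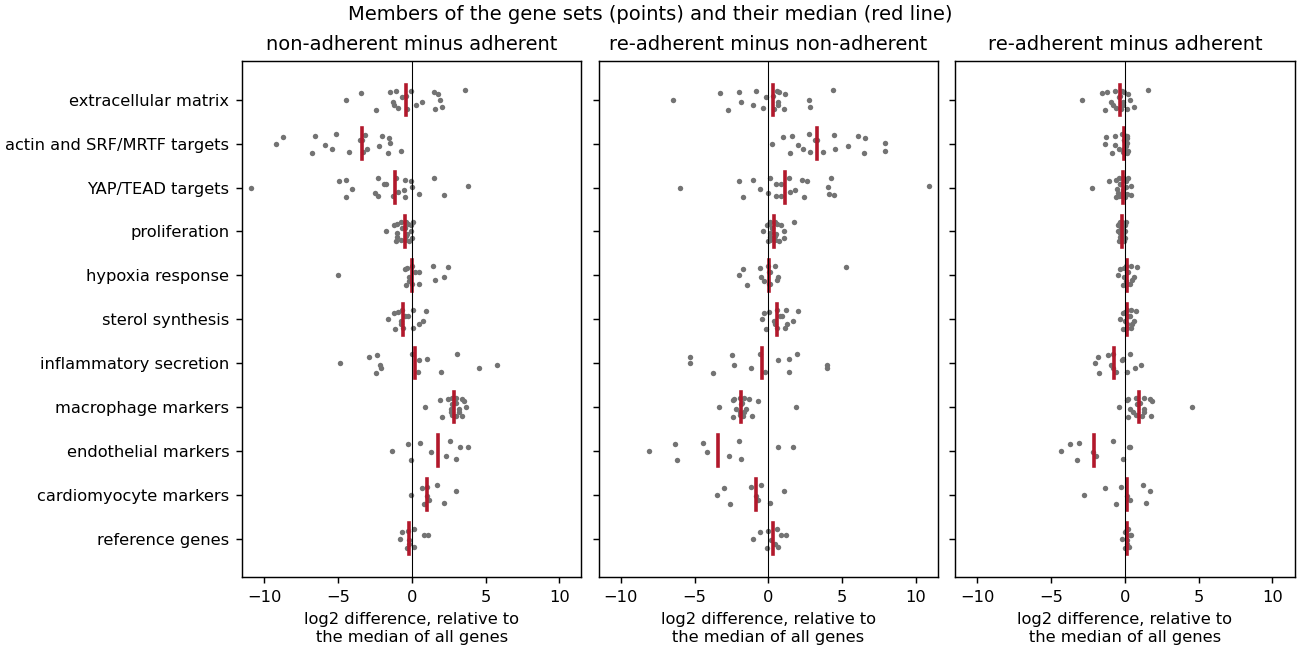
Log2 differences of the members of each gene set (points) and their median (red line), relative to the median of all genes, for the 3 pairs of arrays. Actin genes lie at -3.38 in suspension and 3.30 on re-adhesion, and macrophage markers at 2.87 and -1.82.

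The last comparison asked what differed between re-adherent and adherent cells. By plain differences, 10 of 14 inflammatory secretion genes, 15 of 20 matrix genes and 16 of 20 proliferation genes were lower. Relative to all genes, the medians of inflammatory secretion genes (-0.71) and matrix genes (-0.31) lay below all 10000 random lists. That of proliferation genes (-0.19) lay at percentile 0.04. The inflammatory secretion median was -0.44 with the normexp correction. Before subtraction of the all-gene median it was -0.65, or -0.35 with low signals raised to the floor. Of the 14 inflammatory secretion genes, 3 were not well above background on both arrays, and Ptgs2 lay in a bright patch of the re-adherent array. Among genes well above background on both arrays, the largest rises included those of Cx3cr1 (4.62), Abi3bp (3.89), Ube2d-ps (3.88) and Fcrls (3.85). The largest falls were those of Ptn (-3.75), Rbp4 (-3.38), Ccl5 (-3.31), Cdh5 (-3.18) and Hp (-3.13). Ube2d-ps lay in a bright patch of the re-adherent array, where neighbouring probes were also raised. Of the 61 genes over 16-fold higher on the re-adherent array, 55 were well above background on that array alone, and 27 lay in such patches. Leaving the patches out, by a definition chosen after the data had been seen, gave 34 genes over 16-fold higher in place of 61, and the counts of lost and gained genes stayed at 124 and 49.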

Values the study reported

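The study reported 107 genes whose expression was over 16-fold lower in cells de-differentiated in suspension than in adherent cells and over 16-fold higher again after re-differentiation. Of these, 8 had also risen more than 2.639-fold in mouse hearts 3 days after myocardial infarction. In the suspension step, the study counted 1500000 cardiac myofibroblasts per plate at the start and 100000 after 7 days, and ascribed the loss to the death of detached cells.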

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

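The test of the control probes was chosen only after the result was seen. ERCC probes read a mix of control transcripts that takes part in no comparison here, and the labels do not say that the mix was added. Of 96 such probes, 2 (ERCC-00148 and ERCC-00170) had every spot well above background on all 3 arrays, which is a signal in data outside the main measurement. Of the 96, 88 had fewer spots above than below background on every array, whereas an added mix would light most of them in graded steps. This argues against an added mix and is consistent with hybridisation of other RNA to these 2 probes. A biological source of the signal was not tested, and which RNA binds there stays open.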

How the results depend on the processing

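Spike-in scaling, the count of genes with any passing probe in the authors' values, and the removal of bright patches were tests chosen only after the data had been seen, and so were the relative form of the set medians and the limits for a moved value other than a count. No paired analysis was possible because each group has 1 array. With 1 array per group, leaving out a replicate was not possible either.

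Genes lost in suspension and regained on re-adhesion numbered 124, and 41 with the normexp correction, 69 with the filter on all 3 arrays, 271 at 8-fold and 49 at 32-fold; the other 12 alternatives stayed within 1.5 times. All 41, and all 69, were among the 124. Genes gained in suspension and lost on re-adhesion numbered 49, and 9, 15, 172 and 15 under the same alternatives, and 31 with low signals raised to the floor; 11 others stayed within 1.5 times. The filter and the thresholds change the counts by construction. The authors' values gave 102 lost genes, and 107 when any probe of a gene could pass. That is the number quoted from the study above. It was found by comparing 24 counting rules, which gave 55 to 175, so the match carries no weight as evidence for that rule.

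For the pairs of arrays, the normexp correction gave 394 genes 4-fold lower and 681 4-fold higher in suspension, and 58 16-fold lower and 14 16-fold higher. On re-adhesion it gave 1555 genes 2-fold lower, 426 4-fold lower, 435 4-fold higher, 32 16-fold lower and 62 16-fold higher. For re-adherent against adherent cells it gave 187 genes 2-fold lower and 330 2-fold higher, 22 4-fold lower and 31 4-fold higher, and 0 16-fold lower and 1 16-fold higher. The filter on all 3 arrays gave 82 genes 16-fold lower and 33 16-fold higher in suspension; 576 4-fold lower, 545 4-fold higher, 55 16-fold lower and 102 16-fold higher on re-adhesion; and for re-adherent against adherent cells 336 2-fold lower, 432 2-fold higher, 52 4-fold lower, 45 4-fold higher, 0 16-fold lower and 1 16-fold higher. Without a filter, 1226 genes were 2-fold higher on the re-adherent than on the adherent array. Without scaling, 1524 genes were 2-fold higher on re-adhesion, and 1205 were 2-fold lower and 483 2-fold higher on the re-adherent than on the adherent array. Spike-in scaling gave 1894 genes 2-fold lower, 351 2-fold higher, 347 4-fold lower, 16 16-fold lower and 40 16-fold higher in that pair. Removal of patches left 34 16-fold higher, and the 20 definitions of a patch compared gave 22 to 54, with 123 or 124 lost and 47 to 49 gained genes. The other 143 of 180 values stayed within 1.5 times.

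Scaling also moved the median of all genes. From values of -0.07, 0.08 and 0.06 for the 3 pairs, spike-in scaling shifted it to -0.34, -0.13 and -0.41, no scaling to -0.28 on re-adhesion and -0.20 for re-adherent against adherent cells, and the authors' values to -0.20 and -0.11 for the same pairs.

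The share of changed genes that were higher moved with it by over 10 points. In suspension, spike-in scaling gave 38.8% higher at 2-fold and 47.3% at 4-fold, against 53.9% and 58.8% with the 75th percentile. On re-adhesion the shares so scaled at 2-fold, 4-fold and 16-fold were 48.9%, 48.5% and 64.3%, no scaling gave 29.8%, 33.2% and 47.9%, the authors' values gave 34.1%, 36.0% and 53.3%, and spike-in scaling gave 37.4% at 2-fold. For re-adherent against adherent cells the shares so scaled were 49.7%, 51.4% and 85.9%, no scaling gave 28.6% at 2-fold and 39.6% at 4-fold, the authors' values gave 35.4% at 2-fold, and spike-in scaling gave 15.6% at 2-fold, 71.4% at 16-fold and, at 4-fold, 347 lower and 163 higher genes against 198 and 209.

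For Vgll3, the normexp correction gave -3.12 in suspension and 3.10 on re-adhesion, and the difference between re-adherent and adherent cells was -0.32 without scaling and -0.52 with spike-in scaling; 20 other values stayed within the technical error. Quantile normalization reversed Col1a1 (-0.37), Col1a2 (-0.17) and Tardbp (-0.084) on re-adhesion and Gapdh (0.047) in suspension. Tardbp also reversed without scaling (-0.055). The normexp correction reversed Vgll2 on re-adhesion (0.20) and against adherent cells (0.11), where its probe was dim. For re-adherent against adherent cells, spike-in scaling reversed Vgll4 (-0.084), Gapdh (-0.094), Ddah1 (-0.26), Scel (-0.088), Igfbp5 (-0.22) and Fndc5 (-0.0067), and no scaling reversed Ddah1 (-0.052) and Igfbp5 (-0.013). A difference smaller than its technical error was not counted as reversed. Of the genes the study names, Acta2, Itgb1, Nono, Tcf21, Vgll3 and Yap1 in that pair, and Ewsr1 and Vgll2 in suspension, had such differences and changed sign under at least 1 scaling, Tcf21 to -0.32 and Yap1 to -0.47 with spike-in scaling. Among the genes the study names, 527 of 687 values stayed within the technical error, and 647 of 864 among the other named genes. The cause was not tested for the genes reversed by quantile normalization or normexp; a scaling by 1 factor per array moves every gene alike.

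Set medians relative to all genes cannot move under a scaling by 1 factor per array, which fixes 132 of the 363 set values under the alternatives. The mean of members gave, in suspension, -4.10 for actin and SRF/MRTF targets and -1.64 for YAP/TEAD targets; on re-adhesion 3.88, 1.42 and, for extracellular matrix, -0.17; and for re-adherent against adherent cells -0.27 for actin and SRF/MRTF targets, -0.28 for YAP/TEAD targets, -0.44 for extracellular matrix, 1.08 for macrophage markers and -1.88 for endothelial markers. The normexp correction gave -3.13 and 3.01 for actin and SRF/MRTF targets in suspension and on re-adhesion, 0.37 and -0.25 for cardiomyocyte markers, -2.32 for endothelial markers on re-adhesion, and against adherent cells -0.79 for endothelial markers, -0.44 for inflammatory secretion, 0.83 for macrophage markers and 0.050 for reference genes. Quantile normalization gave -0.19 for extracellular matrix and -2.08 for macrophage markers on re-adhesion, and against adherent cells -0.46 for extracellular matrix, -0.32 for actin and SRF/MRTF targets, -0.26 for YAP/TEAD targets, -0.30 for proliferation, 0.83 for macrophage markers and 0.039 for reference genes. Without a filter, actin and SRF/MRTF targets were at 3.04 on re-adhesion, and against adherent cells extracellular matrix at -0.40, YAP/TEAD targets at -0.26, proliferation at -0.29 and macrophage markers at 0.76. With the filter on all 3 arrays, endothelial markers were at 1.30, -2.05 and -0.79 for the 3 pairs, YAP/TEAD targets at 1.37 on re-adhesion and inflammatory secretion at -0.97 against adherent cells. The mean of probes gave -1.38 for YAP/TEAD targets in suspension and -0.33 against adherent cells. Of the 231 set values that could move, 192 stayed within 1 SD of the random lists. In the plain form planned at first, 95 of the 363 moved. The cause was not tested.

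The correlation across genes between both steps had a Pearson coefficient of -0.913 with the normexp correction, -0.839 without a filter, -0.907 with the filter on all 3 arrays and -0.890 with low signals raised to the floor, and a Spearman coefficient of -0.885, -0.816, -0.888 and -0.883. With the slope there were 21 values that could move, of which 13 stayed within their spread; a further 12 are fixed by construction under scalings by 1 factor per array. The 4 counts of study genes changed over 2-fold stayed within 1.5 times under each of 10 alternatives.

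Signal over background limits the folds of dim genes. Of the 124 lost genes, 55 were not well above background in suspension, so their falls are known only as bounds, which depend on the scaling. The normexp correction moved their fall by 3.27 on the log2 scale in the median, against 0.65 for the 69 above background; its offset of 50 units shrinks the folds of dim probes by construction, so this says nothing about which size is right.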

Other observations

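The tests of scaling, of macrophage genes switched on in myofibroblasts, of a lower share of myofibroblast RNA or of the main cell type alone, and of signal near background were chosen only after the results were seen. The second marker lists share no gene with the first lists.

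Macrophage markers rose in suspension, with a plain median of 2.80 on the log2 scale. Scaling between arrays is argued against, since the lowest median over 6 scalings was 2.53. The second list of 20 macrophage genes rose by a median of 2.65, with 19 of 20 higher, above all 10000 random lists, which is consistent with macrophages or their RNA in the cultures. The studied cells gave signal for all 20 of them on the adherent array, 18 of them above the 75th percentile, and the brightest, Lgmn, Pf4 and Itgam, stood at 6.10, 5.74 and 5.29 against that percentile and changed by 2.14, 1.61 and -0.84. Per the labels, cells carrying CD45 had been removed, yet Ptprc rose by 2.68. The study checked purity by staining for CD45 and alpha-smooth muscle actin, and describes nearly all sorted cells as positive for the latter. Macrophage genes switched on in the myofibroblasts cannot be told apart from macrophages in a mixture, because the first list already had a median level of 3.04 above the 75th percentile on the adherent array and the arrays do not separate cells. A lower share of myofibroblast RNA may contribute, but the test of it decides little. The second macrophage and endothelial lists rose by medians that differ by 0.47, less than the spread over their members. That spread, with SDs of 0.87 and 0.85, is one of single genes and a loose yardstick for medians. The first macrophage, endothelial and cardiomyocyte lists rose less alike, by plain medians of 2.80, 1.73 and 0.99, the last from dim genes. The study's methods describe the death of most cells in suspension, and survival of macrophages over myofibroblasts, which would act through such a lower share, was not tested because the arrays do not count cells. A biological effect of suspension on these cells, and of the longer time in culture, stays open.

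Dilution of myofibroblast RNA by other cells as the whole cause of the losses over 16-fold is argued against. The second list of 20 fibroblast genes, all well above background on the adherent array, had a median of -0.76 in suspension, while a 16-fold dilution would lower every such gene by 16-fold, and 2 of the 20 were over 4-fold lower. Its brightest genes, Fbln2, Pcolce and Fstl1, changed by -1.98, -0.71 and -1.45 from levels of 7.95, 7.86 and 7.58 against the 75th percentile. Scaling is argued against as well, since the smallest change of Vgll3 over 6 scalings was -5.45. A smaller dilution could be part of each fall. Loss of expression in suspension, the difference the design names, stays open as untested on these arrays, since each state had 1 array. So does survival of only those myofibroblasts that held little of these transcripts.

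Whether signal near background sets the size of the fold of Vgll3 cannot be told apart from its true size here. The normexp correction moved the fold by 2.42 on the log2 scale, but its offset of 50 units is larger than the signal of 15.2 units on the non-adherent array, so the fold had to shrink and the test decides nothing.

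Between re-adherent and adherent cells, the second list of 10 endothelial genes was lower, with a median of -1.22 (-1.18 with dim signals at the floor), in line with fewer endothelial cells or less of their RNA. In suspension the same list rose by 2.19, or 1.99 at the floor. On the adherent array 9 of the 10 were above background, the brightest being Egfl7 at 2.79 and Ramp2 at 0.71 against the 75th percentile. The second macrophage list was higher on the re-adherent array, with a median of 0.85, in line with more macrophages or their RNA. A lower share of the main cell type alone is argued against, since it would raise both, and the first lists moved apart by 3.00. That gap rests on an endothelial median of -1.99, with 7 of its 10 genes well above background on both arrays. With dim signals at the floor this median was -1.34, and it was smaller in size still over markers above background on all 3 arrays. The second lists, with medians of 0.85 and -1.22, moved apart as well. A biological effect of the suspension period on these cells stays open.

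Fat cell genes were noticed among those gained in suspension, and a list of 12 other fat cell genes was then written, of which 11 were measured. It rose by a median of 1.48, or 1.13 with dim signals at the floor, with 9 of 11 higher, which is consistent with a fat cell programme or fat cells in suspension. On the adherent array 8 of the 11 were above background, the brightest being Lpl and Pnpla2 at 3.37 and 2.29 against the 75th percentile, and they rose by 2.54 and 1.48. These genes are also expressed by macrophages, which was not separated, and Lipe lay in a bright patch of the re-adherent array.

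Some genes were far above background on the re-adherent array alone. Their 181 spots had a median distance of 12.6 position units to the nearest such spot, against a median of 100.3 and a lowest value of 84.6 over 1000 random draws, which is consistent with a stain or streak on part of that array. Light of bright neighbouring spots is argued against: 35.4% had a neighbour over 10000 units, against a median of 38.1% in the draws. By the same definition 483 spots of the re-adherent array lay in patches, against 0 after positions were shuffled, 115 against 6 on the adherent array and 512 against 364 on the non-adherent array. Only those of the re-adherent array were left out in a test. Of the 61 genes over 16-fold higher on the re-adherent than on the adherent array, 27 lay in patches of the re-adherent array. Those patches held 0 of the lost or gained genes, but did hold Ctsk, Ptgs2 and Ube2d-ps. Among the lost genes, 1 (Cobl, named after its values were seen) lay in a patch of the non-adherent array and 0 in those of the adherent array. For the genes outside the patches, a biological difference stays open and was not tested.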
